# Quercetin Induces Hepatic Lipid Omega-Oxidation and Lowers Serum Lipid Levels in Mice

**DOI:** 10.1371/journal.pone.0051588

**Published:** 2013-01-24

**Authors:** Elise F. Hoek-van den Hil, Jaap Keijer, Annelies Bunschoten, Jacques J. M. Vervoort, Barbora Stankova, Melissa Bekkenkamp, Laure Herreman, Dini Venema, Peter C. H. Hollman, Eva Tvrzicka, Ivonne M. C. M. Rietjens, Evert M. van Schothorst

## Abstract

Elevated circulating lipid levels are known risk factors for cardiovascular diseases (CVD). In order to examine the effects of quercetin on lipid metabolism, mice received a mild-high-fat diet without (control) or with supplementation of 0.33% (*w/w)* quercetin for 12 weeks. Gas chromatography and ^1^H nuclear magnetic resonance were used to quantitatively measure serum lipid profiles. Whole genome microarray analysis of liver tissue was used to identify possible mechanisms underlying altered circulating lipid levels. Body weight, energy intake and hepatic lipid accumulation did not differ significantly between the quercetin and the control group. In serum of quercetin-fed mice, triglycerides (TG) were decreased with 14% (p<0.001) and total poly unsaturated fatty acids (PUFA) were increased with 13% (p<0.01). Palmitic acid, oleic acid, and linoleic acid were all decreased by 9–15% (p<0.05) in quercetin-fed mice. Both palmitic acid and oleic acid can be oxidized by omega (ω)-oxidation. Gene expression profiling showed that quercetin increased hepatic lipid metabolism, especially ω-oxidation. At the gene level, this was reflected by the up-regulation of cytochrome P450 (Cyp) 4a10, Cyp4a14, Cyp4a31 and Acyl-CoA thioesterase 3 (Acot3). Two relevant regulators, cytochrome P450 oxidoreductase (Por, rate limiting for cytochrome P450s) and the transcription factor constitutive androstane receptor (Car; official symbol Nr1i3) were also up-regulated in the quercetin-fed mice. We conclude that quercetin intake increased hepatic lipid ω-oxidation and lowered corresponding circulating lipid levels, which may contribute to potential beneficial effects on CVD.

## Introduction

Cardiovascular diseases (CVD) are globally the most important cause of mortality. High consumption of fruits and vegetables are thought to be protective against CVD [1]. These protective effects have been suggested to be mediated by the flavonoid content of fruits and vegetables [2]. Various classes of flavonoids are common in plant foods, one being the flavonols. Quercetin is the major dietary flavonol in the Western diet, which is present in, for example, apples, tea, red wine and onions. Epidemiological studies have shown that the intake of this dietary flavonoid is associated with a reduction of CVD risk [3], [4], [5].

Elevated circulating levels of free fatty acids (FFA) and triglycerides (TG) are known risk factors for CVD [6], [7], [8], [9]. In particular, increased levels of FFA and TG are associated with atherosclerosis, ischemic damage, pro arrhythmia, myocardial infarction, and heart failure. Accumulation of toxic lipid intermediates, suppression of glucose usage, or mitochondrial dysfunction potentially play a role in these effects [9]. Several studies showed that supplementation of quercetin to the diet decreased serum FFA and/or TG levels in rodents [10], [11], [12]. The cardio protective properties of quercetin may therefore be explained by the lipid lowering effect of quercetin. However, in these studies the FFA and TG levels were measured with enzyme-based assays. Recently, we have shown that flavonoids interfere with these enzymatic FFA and TG assays, which will lead to incorrect, apparently lower FFA and TG levels [13]. Therefore, it can be questioned whether quercetin has a true biological effect on lipid metabolism. Since various fatty acids are differently associated with CVD risk, it is also important to examine whether quercetin changes specific lipids [14]. Furthermore, based on gene expression analysis some genes have been put forward to explain the effects of quercetin on lipid metabolism [11], [12], but these results are not conclusive. The aim of the present study was to re-examine the effects of quercetin on lipid metabolism, with state-of-the-art analytical techniques, to exclude any interference of quercetin in the measeruments. Gas chromatography (GC) and a novel technique,^ 1^H-nuclear magnetic resonance (^1^H-NMR) lipid profiling of mouse serum (based on [15], [16]), were used to profile and quantify different serum lipids. In addition, whole genome microarray gene expression analysis of liver tissues was applied to unravel the possible underlying mechanisms. For this gene expression analysis the liver was chosen as target organ, since it is one of the major effector organs of lipid metabolism. This principal combination of profiling of serum lipids and gene expression were used to investigate the mechanisms of action of quercetin on lipid metabolism.

**Figure 1:**
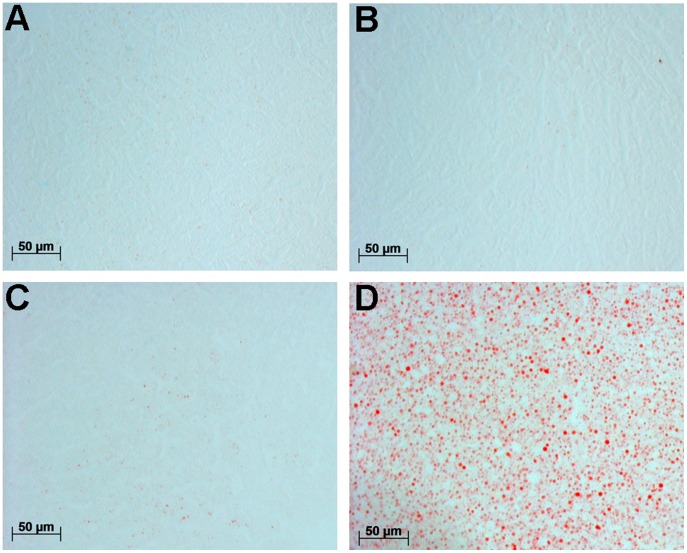
Representative pictures of hepatic lipid staining with Oil red O. There were no significant differences in lipid accumulation between the control (A) and the quercetin (B) group. The lipid levels were comparable to mice fed a normal-fat diet (C) and much lower than the positive control of hepatic lipid accumulation from mice fed a high-fat diet (D).

The results show that a quercetin supplemented mild-high-fat diet in mice increased hepatic lipid metabolism, especially omega (ω)-oxidation and reduced corresponding circulating lipid levels. These results contribute to the understanding of the protective properties of quercetin on CVD.

**Figure 2:**
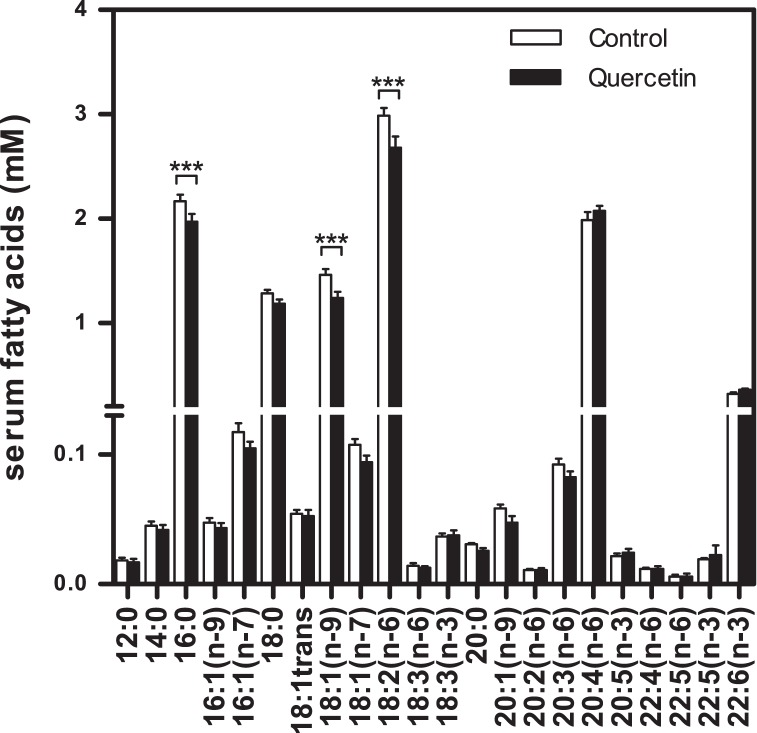
Cumulative serum profile of fatty acids originating from total lipids. Fatty acids were measured with GC. The levels of palmitic acid (16∶0), oleic acid (18∶1(n-9)), and linoleic acid (18∶2(n-6)) were significant lower in the quercetin group. Data is presented as mean ± SEM. Asterisks indicates a significant difference between the control and the quercetin group; *** p<0.001.

**Table 1:** Fatty acid composition of the control and quercetin diet in percentages.

Lipids	Control diet (%)	Quercetin diet (%)
C12∶0	0.09	0.08
C14∶0	1.11	1.09
C14∶1	0.06	0.06
C15∶0	0.08	0.08
C16∶0	22.40	22.26
C16∶1	1.25	1.25
C17∶0	0.30	0.30
C17∶1	0.19	0.15
C18∶0	10.79	10.87
C18∶1 trans	0.46	0.47
C18∶1	33.87	33.94
C18∶1	1.60	1.61
C18∶2	24.23	24.21
C18∶3(n-6)	0.01	0.01
C18∶3	0.71	0.72
C20∶0	0.23	0.22
C20∶1	0.55	0.56
C20∶2	0.29	0.30
C20∶3(n-6)	0.05	0.05
C22∶0	0.06	0.06
C20∶3(n-3)	0.20	0.20
C24∶0	0.06	0.06
C22∶5(n-3)	0.00	0.07
C22∶6(n-3)	0.02	0.03
Saturated FA	35.12	35.02
MUFA	37.98	38.04
PUFA	25.51	25.59

## Materials and Methods

### Animals and Treatments

Twenty-four male C57BL/6JOlaHsd mice (Harlan Laboratories, Horst, The Netherlands) were individually housed and maintained under environmentally controlled conditions (temperature 21°C, 12 h/12 h light-dark cycle, 45% humidity). The mice had *ad-libitum* access to food and water. The food was a pelletized diet (Research Diets Services B.V., Wijk bij Duurstede, the Netherlands) with a mild-high-fat content of 30 energy % (en%). The fat content (en% and fat composition) corresponds to the average human intake in the Netherlands (Dutch Food Consumption Survey, 1998). The mice entered the experiment at 10 weeks of age. After two weeks of adaptation, the quercetin group (n = 12) received the mild-high-fat diet supplemented with 0.33% (w/w) quercetin (Sigma, Zwijndrecht, the Netherlands) for twelve weeks. The control group (n = 12) was given the mild-high-fat diet without quercetin. The body weight and food intake of individual mice were monitored on a weekly basis. After 12 weeks of intervention all mice were fasted for two hours before anesthetisation by inhalation of 5% isoflurane. Blood was sampled via orbital extraction in collect serum tubes (Greiner Bio-one, Longwood, USA), which were centrifuged for 10 min at 3000 g 4°C to obtain serum, which was stored at −80°C. After blood collection, the mice were killed using cervical dislocation and the liver was dissected, weighted and snap frozen in liquid nitrogen and stored at −80°C. The experiment was performed according to the Dutch Animal Experimentation Act (1996) and the experimental protocol was approved by the Animal Welfare Committee of Wageningen University, Wageningen, The Netherlands (DEC 2007080).

**Figure 3:**
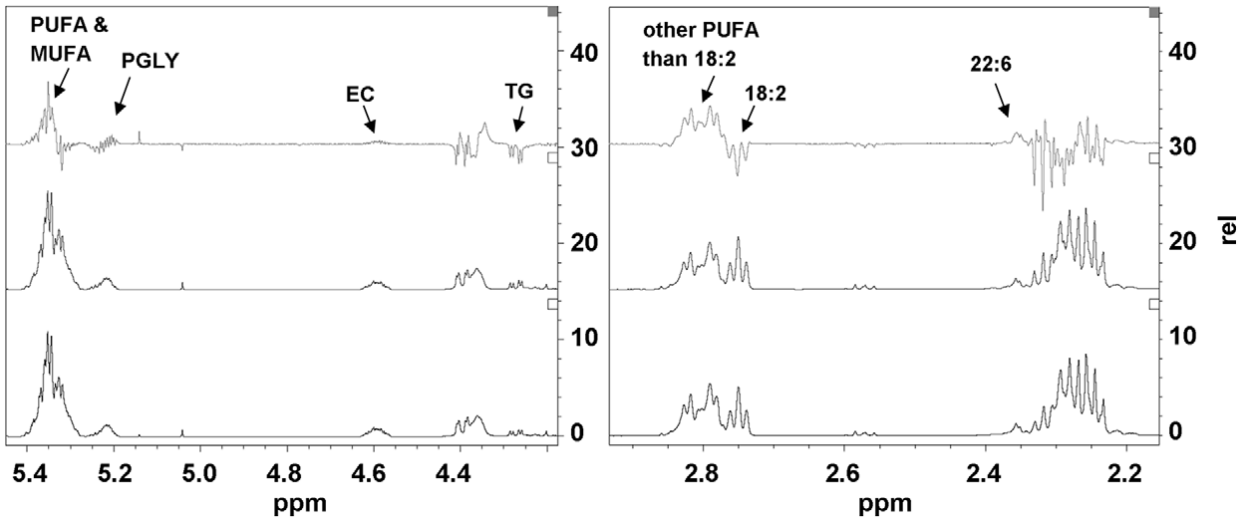
^1^H NMR difference spectrum of the quercetin-fed mice minus the control mice. Serum samples from mice exposed to quercetin minus the ^1^H NMR spectra of the sera from control mice is represented by the top line. The control group is represented by the middle line and the quercetin group is represented by the lowest line. Two representative parts of the spectrum are presented in the figure. PUFA, poly unsaturated fatty acids; MUFA, mono unsaturated fatty acids; FA, fatty acids; TG, triglycerides; PGLY, phosphoglycerides; PC phosphatidylcholine; EC, esterified cholesterol; TC total cholesterol.

### HPLC Analysis of Quercetin Serum Levels

HPLC with a coulometric array detector was used to measure the amount of quercetin in serum. For this 35 µl of serum was hydrolyzed by incubation with 15 µl of 12.5 mg/ml β-glucuronidase/sulfatase in 0.5 M sodium acetate (pH = 5) with 5 g/l ascorbic acid for two hours at 37°C to obtain deconjugated quercetin, isorhamnetin and tamarixetin. Subsequently, all samples were deproteinized by mixing with 100 µL acetonitrile and 50 µL 20% H_3_PO_4_, with 3g/L ascorbic acid and centrifugation for 10 min at 13500 rpm at 5°C. Twenty µl of the supernatant was analyzed on a HPLC system consisting of two pumps (model L-2100; Hitachi, Tokyo, Japan), an autosampler (Model L-2200, Merck Hitachi), a CoulArray Module (Model 5600, ESA, Chelmsford, MA, USA) with electrochemical channels using carbon electrodes arranged in line and set to increasing specified potentials (1 = 20 mV; 2 = 100 mV; 3 = 250 mV; 4 = 500 mV) and a thermostatic column/cell chamber set at 30°C. The chromatography was performed on a Platinum C18 column (EPS; 150×4.6 mm, 3μ, Grace Davison Sciences, Deerfield, IL, USA) equipped with a MPLC Newguard precolumn (Brownlee RP18 7 µm 15×3.2 mm, Perkin Elmer, Shelton, CT, USA), using a gradient elution with two mobile phases. Mobile phase A consisted of 15% acetonitrile in 25 mM H_3_PO_4_ buffer (pH 2.4). Mobile phase B consisted of 50% acetonitrile in 25 mM H_3_PO_4_ buffer (pH 2.4). The gradient, at a flow rate of 1.0 ml/min, was as follows: 0–20 min, linear gradient from 0% to 100% mobile phase B; 20–22 min, isocratic at 100% B; 22–30 min, linear return from 100 to 0% B; the total runtime was 30.0 min. Quercetin, isorhamnetin and tamarixetin were quantified using calibration curves made with commercially available standards.

**Figure 4:**
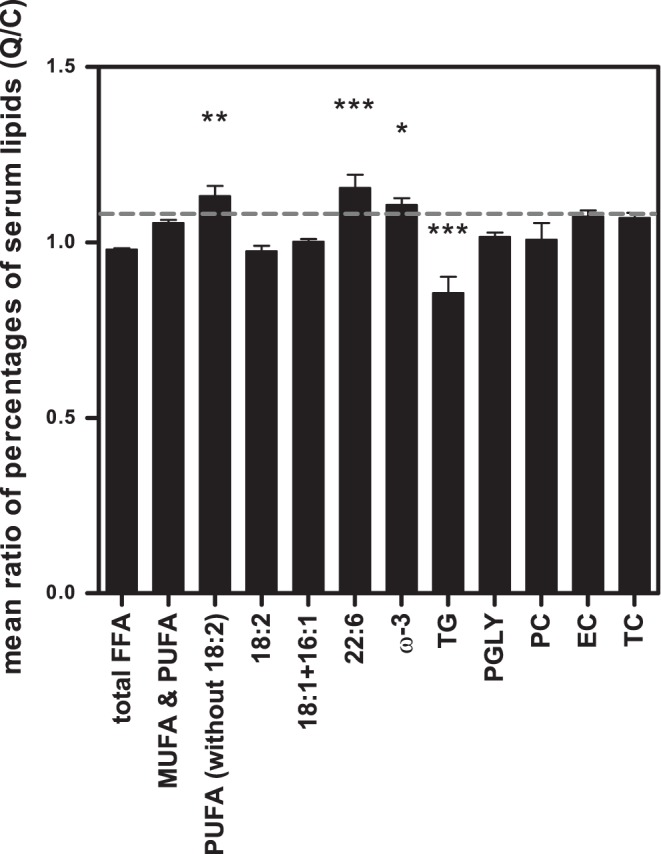
Percentages of lipids present in serum per mouse plotted for quercetin mice to control mice. Lipids were measured with ^1^H NMR. Data is presented as the mean ratio of percentages of lipids present in serum per mouse plotted for quercetin-fed (Q) mice over control (C) mice. Total FFA were not changed, while other PUFA than 18∶2 FA, 22∶6 FA, and, w-3 FA were significantly increased. TG were significantly decreased by the quercetin diet. Data is presented as mean ± SEM. Asterisks indicates a significant difference between the control and the quercetin group; * p<0.05, **p<0.01, *** p<0.001. PUFA, poly unsaturated fatty acids; MUFA, mono unsaturated fatty acids; FA, fatty acids; TG, triglycerides; PGLY, phosphoglycerides; PC phosphatidylcholine; EC, esterified cholesterol; TC total cholesterol.

### Hepatic Lipid Staining with Oil Red O

Frozen liver sections (7 µm) were fixed with 3.7% buffered formalin. Neutral lipids were stained with Oil red O (Sigma). The stained areas were quantified based on a described method [17] using Photoshop software (version 12.0.4, Adobe). Briefly, contrast was enhanced with automatic contrast tool, red pixels were selected with the colour range selecting tool, and total selected area was measured in µm^2^. Ten to 16 pictures per animal were quantified (n = 6–8). Controls of hepatic lipid accumulation were liver of C57BL/6JOlaHsd mice fed a normal-fat diet (10 en% of fat) or a high-fat diet (40 en% of fat) for twelve weeks.

**Figure 5:**
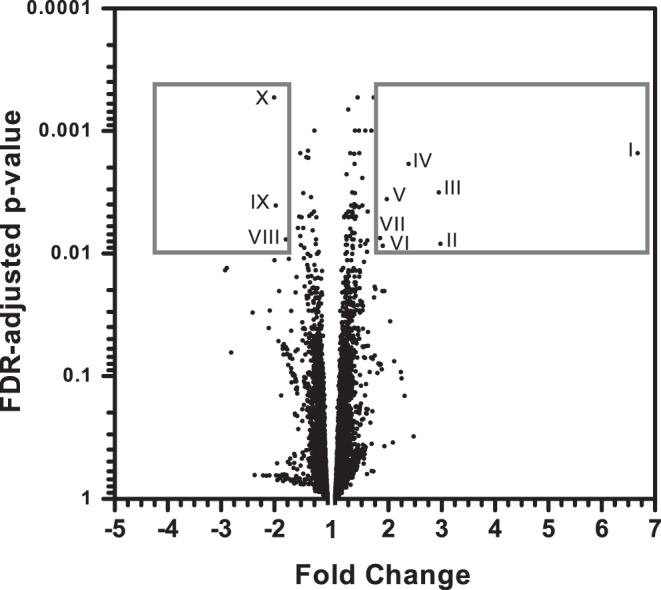
Volcano plot of all expressed probes by global hepatic gene expression analysis. Volcano plot of all probes showing statistics FDR-adjusted p-values plotted against the fold change of each probe (quercetin vs. control). Frames outline genes that are regulated with absolute fold change >1.75 and a FDR-adjusted p-value <0.01; these gene symbols, names and functions are also represented in table 1.

**Table 2:** Regulated hepatic genes with an absolute fold change >1.75 and FDR-adjusted p-value <0.01.

Gene Symbol	Gene Name	Fold Change	FDR adjustedp-value	Function
I. Cyp4a14	Cytochrome P450 4a14	6.68	0.0015	ω-oxidation of medium-chain fatty acids
II. Cyp4a10	Cytochrome P450 4a10	2.98	0.0083	ω-oxidation of medium-chain fatty acids
III. Usp2	Ubiquitin specific peptidase 2	2.95	0.0032	regulation of intracellular protein breakdown, cell cycle regulation and stress response
IV. Acot3	Acyl-CoA thioesterase 3	2.38	0.0018	catalysator of hydrolysis of acyl-CoAs (C12–C16) after ω-oxidation to FFA and coenzyme A
V. Por	P450 (cytochrome) oxidoreductase	1.97	0.0036	electron donor for the microsomal cytochrome P450 mixed-function oxidase system
VI. Cyp4a31	Cytochrome P450 4a31	1.90	0.0086	ω-oxidation of medium-chain fatty acids
VII. Coq10b	Coenzyme Q10 homolog B	1.85	0.0074	an essential electron carrier and proton translocator in the mitochondrial respiratory chain
VIII. Insig2	Insulin-induced gene 2	−1.78	0.0076	lipid and cholesterol metabolic process
IX. Spon2	Spondin 2, extracellular matrix protein	−1.98	0.0040	essential in the initiation of the innate immune response
X. Chka	Choline kinase alpha	−2.00	0.0005	phosphatidylcholine biosynthesis

### Serum Lipid Analysis with Enzymatic Assays

FFA assay (Wako NEFA-HR(2) kit, Sopachem BV, Ochten, The Netherlands) and TG assay (TG liquicolor kit, Human, Wiesbaden, Germany) were performed as described previously [13].

**Figure 6:**
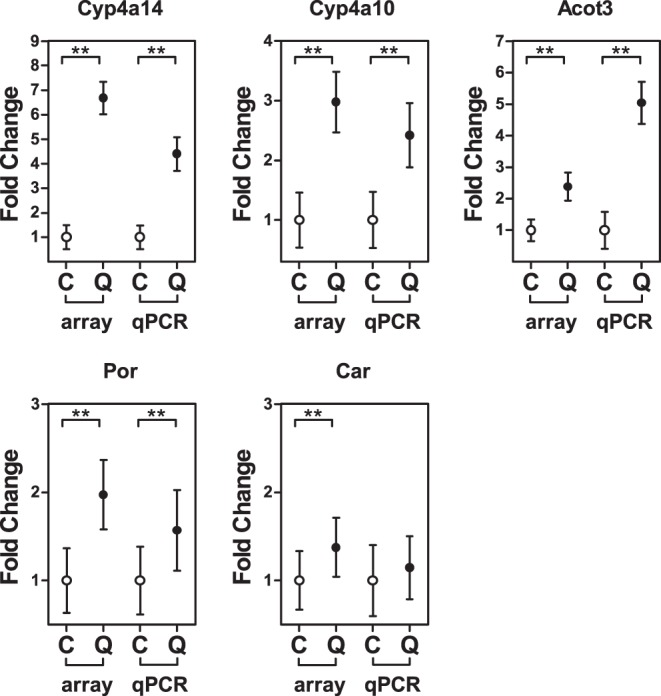
Microarray confirmation by RT-qPCR. The quercetin (Q) regulated genes Cyp4a14, Cyp4a10, Acot3, Car (Nr1i3) and Por, compared to the control (C) found by microarray analysis were confirmed with RT-qPCR. Data is presented as mean ± SEM (n = 12). Asterisks indicates a significant difference between the control and quercetin group; ** p<0.01.

### Serum Fatty Acid Analysis with GC

Total serum fatty acids were extracted from 50 µl serum as described [18], using dichloromethane instead of chloroform [19]. Ten µg of nonadecanoic acid methyl ester (NuCheck Prep, USA) was added to each sample before extraction, as an internal standard. Samples were transmethylated to fatty-esther methyl esthers (FAME) by incubation in 1 M sodium methoxide in dry methanol for 20 min at 80°C. The reaction mixture was then cooled, acidified with 98% sulphuric acid and incubated for 1 hour at room temperature to methylate free acids. Lipid methyl esters were extracted with hexane, and the hexane extracts were subsequently dried under a nitrogen flow. Next, the residue was dissolved in 100 µl of n-heptane and stored at −20°C under nitrogen until analysed. All reactions were performed under nitrogen atmosphere. GC was performed with a Trace-GC gas chromatograph combined with AS 2000 autosampler (ThermoFinnigan, USA), equipped with a capillary split/splitless injector and a flame ionization detector. Analyses of FAME were performed on a fused-silica capillary column coated with chemically bond stationary phase CP-Sil 88 CB (100 m, 0.32 mm I.D.). The oven temperature was programmed as follows: from 80°C to 260°C at 2°C/min, then to 280°C at 10°C/min, where it was maintained for 45 min. The injector and detector temperatures were set at 250°C and 270°C, respectively. Hydrogen carrier gas was maintained at a head pressure of 70 kPa and total flow of 44 ml/min, with a split ratio of 1∶35. Integration software Clarity version 2.4.1.57 (Data Apex Ltd. Prague, Czech Rep.) was used for data acquisition and handling.

**Figure 7:**
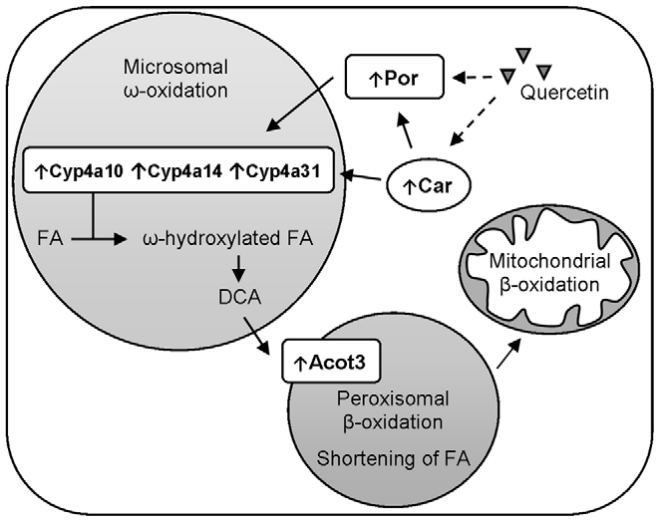
Schematic representation of the quercetin-regulated genes involved in ω-oxidation. Microarray and RT-qPCR analysis showed an up regulation of Cyp4a14, Cyp4a10, Acot3, Por and Car. Quercetin is suggested to activate Car and/or Por (dashed arrow). Activation of the transcription factor CAR can induce the microsomal cytochrome P450 enzymes, CYP4a14, CYP4a10 and CYP4a31, which are important enzymes involved in ω-oxidation. POR is the electron donor for the microsomal cytochrome P450 mixed-function oxidase system. Formed DCA by ω-oxidation are further degraded by peroxisomal β-oxidation to shorter chain fatty acids. ACOT3 is involved in the transport of DCA into the peroxisomes by hydrolysis of long-medium chain fatty acyl-CoA esters to FFA, which can be further transported out of peroxisomes to mitochondria for β-oxidation or excreted in the urine. FA, fatty acids; DCA, dicarboxylic acids.

### Serum Lipid Analysis with ^1^H-NMR

Total serum lipids were extracted from 20 µl of blood serum as described [18] based on [15], [16] with some adaptations to optimise the protocol. Briefly, 20 µl of 150 mM sodium phosphate buffer with 0.04% azide (pH = 3) was added per serum sample. Then 900 µl chloroform:methanol (2∶1) v/v and 900 µl 0.15 M NaCl (pH = 3) were added to the sample. Samples were shaken for 5 minutes on a horizontal shaker and centrifuged for 10 minutes at 4500 g to separate the organic and water phase. The lower organic phase was recovered and the aqueous layer was extracted again with 500 µl chloroform. The collected organic layers were combined and evaporated to dryness using argon. The samples were vacuum and freeze dried and dissolved in chloroform containing 0.03% tetramethylsilane. ^1^H NMR was measured on a Bruker AVANCE spectrometer operating at 600 MHz. For each spectrum 256 (Free induction decays (FID)) transients were collected with a flip angle of 90°, with an acquisition time of 1.82 s, a relaxation delay of 4 s, a spectral width of 30 ppm and a standard noesy 1D pulse sequence, at 25°C, and four dummy scans were used. The FID with 64K data points were once zero-filled and multiplied by an exponential window function with a 0.2 Hz Line-broadening before a subsequent Fourier transformation. To all spectra a baseline correction was applied and the spectra were aligned on the chloroform peak at 7.24 ppm.

The nature of the various resonances was based on the ^1^H NMR spectra as reported [15], [16]. The regions selected to quantify the different lipid fractions were as follows; TG (4.300–4.250 ppm), total FFA (1.380–1.198 ppm), mono unsaturated fatty acids (MUFA) and PUFA (−CH = CH−)(5.41 to 5.27 ppm), other PUFA than 18∶2 FA (2.862–2.768 ppm), 18∶2 FA including linoleic acid (18∶2(n-6)) (2.767–2.721 ppm), 18∶1 and 16∶1 FA including oleic acid (18∶1(n-9)) (2.050–2.011 ppm), 22∶6 FA including docosahexaenoic acid (22∶6(n-3)) (2.379–2.342 ppm), ω-3 FA (0.957–0.947 ppm), phophoglycerides (PGLY) (5.258–5.190 ppm), phosphatidylcholine (PC) (3.787–3.738 ppm), esters of cholesterol (EC) (4.651–4.539 ppm) and total cholesterol (TC) (0.902–0.895 ppm).

### Fatty Acid Composition of Diets

Fatty acids from the diets were extracted with accelerated solvent extraction according to the manufacturer’s protocol (Thermo Scientific) and dissolved in toluene. Subsequently, toluene was evaporated under nitrogen at 40°C and fatty acids were dissolved in iso-octane (5 ml) and 200 µl 2 M KOH in methanol was added and the mixture was shaken for one minute. For neutralization, NaHSO_4_ was added and samples were shaken for 1 minute. The iso-octane fraction (1 µl) was injected in the gas chromatograph equipped with a capillary split injector (split ratio 1∶40) and flame ionization detector. Analyses were performed on a CP select column for FAME (50 m×0.25 mm ID). The oven temperature was programmed from 100°C to 230°C at 6°C/min.

### RNA Isolation

For RNA isolation, liver was homogenized in liquid nitrogen, total RNA was isolated using TRIzol reagent (Invitrogen, Breda, The Netherlands) followed by purification with RNeasy columns (Qiagen, Venlo, The Netherlands). RNA concentration and purity were measured using a Nanodrop spectrophotometer (IsoGen Life Science, Maarsen, The Netherlands); all RNA samples were of high purity. RNA quality was additionally checked on the Experion automated electrophoresis system (Bio-Rad, Veenendaal, The Netherlands).

### Microarray Analysis

For global transcriptome analysis of liver samples, 4×44 K Agilent whole-mouse genome microarrays (G4122F, Agilent Technologies Inc., Santa Clara, CA) were used. Preparation of the samples and the microarray hybridizations were carried out according to the manufacturer’s protocol with a few modifications as described previously [20]. All materials and reagents were from Agilent Technologies, Palo Alto, USA unless stated otherwise. Briefly, cDNA was synthesized for each animal from 1 µg RNA using the Agilent Low-RNA Input Fluorescent Linear Amplification Kit without addition of spikes. Thereafter, samples were split into two equal amounts, to synthesize Cyanine 3-CTP (Cy3) and Cyanine 5-CTP (Cy5) labelled cRNA, using half the amounts per dye as indicated by the manufacturer. Labelled cRNA was purified using RNeasy columns (Qiagen). All samples had a cRNA yield higher than 825 ng and a specific activity of at least 8.0 pmol Cy-dye per µg cRNA. Cy3-labeled cRNA samples were pooled on an equimolar basis and used as a common reference pool. Individual 825-ng Cy5-labeled cRNA and 825-ng pooled Cy3-labeled cRNA were fragmented in 1× fragmentation and 1× blocking agent at 60°C for 30 min and thereafter mixed with GEx hybridization buffer (HI-RPM) and hybridized in a 1∶1 ratio at 65°C for 17 h in the Agilent Microarray Hybridization Chamber rotating at 10 rpm. After hybridization, slides were washed according to the manufacturers’ wash protocol. Arrays were scanned with an Agilent scanner with 10 and 100% laser-power intensities.

### Normalisation and Microarray Data Analysis

Signal intensities for each spot were quantified using Feature Extraction version 9.1 (Agilent Technologies). Median density values and background values of each spot were extracted for both the experimental samples (Cy5) and the reference samples (Cy3). Quality control for every microarray was performed visually by using ‘Quality control graphs’ from Feature extraction and M-A plots and box plots, which were made using limmaGUI in R (Bioconductor, Wettenhal, 2004). Data were imported into GeneMaths XT 2.0 (Applied Maths, Sint-Martens-Latem, Belgium). Spots with an average Cy5 and Cy3 signal twice above background were considered expressed and log transformed. The Cy5 signal was normalized against the Cy3 intensity as described before [21]. Pathway analysis was performed using MetaCore (GeneGo, St. Joseph, Michigan, USA) and Ingenuity Systems (Ingenuity, Redwood City, California, USA). Fold change was expressed as the ratio of the quercetin group versus the control group. Microarray data has been deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE39140.

### Real Time Quantitative Polymerase Chain Reaction (RT-qPCR)

RT-qPCR was performed using the RNA of the liver samples to validate the microarray data. One microgram of RNA of all individual samples was used for cDNA synthesis using the iScript cDNA synthesis kit (Bio-Rad). RT-qPCR reactions were performed with iQ SYBR Green Supermix (Bio-Rad) using the MyIQ single-colour real-time PCR detection system (Bio-Rad). Individual samples were measured in duplicate. 

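B2m and Hprt1 were also measured on the liver microarrays of 12 quercetin-fed and 12 control mice, each as the log2 ratio of the liver of a single mouse over the common reference pool. B2m (probe A_51_P129012) had a mean log2 ratio of 0.16 ± 0.15 (SD, n = 12) in the quercetin group and 0.22 ± 0.22 (SD, n = 12) in the control group. The log2 fold change of quercetin against control was -0.06 (standard error 0.07, adjusted p = 0.725, limma), and 6 of 12 quercetin-fed mice lay above the control median. The other 2 probes of B2m gave -0.02 and -0.16. Hprt1, now named Hprt (probe A_51_P239673), had a log2 fold change of 0.08 (standard error 0.04, adjusted p = 0.267, limma), with 10 of 12 quercetin-fed mice above the control median. Neither gene was called under any of the 24 alternative settings tried, in which the log2 fold change of B2m ranged from -0.09 to -0.01 and that of Hprt from 0.03 to 0.22.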

Data were normalized against reference genes beta-2 microglobulin (B2m) and hypoxanthine phophoribosyltransferase 1 (Hprt1) which were chosen based on stable gene expression levels (geNorm, Ghent University Hospital, Ghent, Belgium) and the microarray data. Primers were designed using the NCBI Primer-Blast (NCBI Web site). Sequences of the used primes were as follows: cytochrome P450 4a14 (Cyp4a14); 5′-TTCTTTCGCCTGCGGAATGC-3′ and 5′-CACTCCATCTGTGTGCTCGTGA-3′, cytochrome P450 4a10 (Cyp4a10); 5′-TCTACCCACCTGTCCCAGGC-3′ and 5′-ACACCTCTGGATTTGGCCACA-3′, acyl-CoA thioesterase 3 (Acot3); 5′-GCTGTGACCTACCTGCTCAGTCA-3′ and 5′-ATATAGAGCCATTGATGATGACAGCGG-3′, cytochrome P450 oxidoreductase (Por); 5′-CGAGGGCAAGGAGCTGTACC-3′ and 5′-CACAGGTGGTCGATGGGTGG-3′, constitutive androstane receptor (Car; official gene symbol Nr1i3); 5′-CCGTGTTGCCTCTGCTCACA-3′ and 5′-GGTTAGGGACCGGAAGAGCG -3′, beta-2-microglobulin (B2m); 5′-CCCCACTGAGACTGATACATACGC-3′ and 5′-AGAAACTGGATTTGTAATTAAGCAGGTTC-3′, hypoxanthine-guanine phosphoribosyltransferase (Hprt1); 5′-TGACACTGGTAAAACAATGCAAACTTTG-3′ and 5′-GAGGTCCTTTTCACCAGCAAGCT -3′.

### Statistical Analysis

For microarray analysis, Student’s *t* tests were used with false discovery rate (FDR) adjustment for multiple testing correction according to Benjamini-Hochberg [22]. GraphPad Prism version 5.03 (Graphpad Software, San Diego, USA) was used for other statistical analysis, with Student’s *t* test being used to compare the two groups. Two-way ANOVA was used for analysis of the lipid profiles in serum and diets, followed by a Bonferroni post hoc test. P-values smaller than 0.05 were considered statistically significant.

## Results

### Body Weight, Energy Intake and Quercetin Uptake

Body weight (BW) and energy intake of the adult male mice, which were fed a mild-high-fat diet with or without quercetin supplementation, were not significantly different between the quercetin and the control group during all 12 weeks. Final body weight was 27.9±1.9 and 28.5±1.6 (mean ± SD) gram, and cumulative total energy intake was 654±25 and 661±30 kJ for the quercetin and control group, respectively.

The calculated quercetin intake for the quercetin-fed mice was ∼400 mg/kg BW/day. The sum of quercetin and isorhamnetin after deconjugation in serum was 13.5±3.1 µM expressed as aglycone (quercetin was 6.7±0.9 µM, isorhamnetin was 6.8±2.6 µM, and no tamarixetin was found). No quercetin was found in serum of the control animals.

Relative liver weight was significantly lower in the quercetin-fed mice (3.80% ±0.20; p = 0.007) compared to the control mice (4.08%±0.26), while no significant differences were found for other organs, including white adipose tissue, brown adipose tissue, lung, heart, muscles (data not shown). Hepatic lipid staining showed no significant differences between the quercetin and control group (Figure 1a and b); the Oil red O recorded areas were 480±493 µm^2^ and 321±440 µm^2^, respectively. The hepatic lipid levels were much lower than a positive control of hepatic lipid accumulation (13,151±4,410 µm^2^) and in the same range of hepatic lipid levels found in liver of mice fed a normal-fat diet (516±271 µm^2^) (Figure 1c and d).

### Serum Lipids as Determined by Enzymatic Assays

Quantification of serum FFA and TG levels was performed using the enzymatic FFA and TG assays, which showed a significant decrease of 13% FFA (p<0.05) and 27% TG (p<0.05) due to the quercetin diet. However, since quercetin has been shown to interfere with these enzymatic assays resulting in incorrect, apparently lower FFA and TG levels [13], two additional analytical techniques were applied to assess serum lipid profiles, and to check if the decreased FFA and TG levels detected by the enzymatic assays represent real biological effects.

### Serum Fatty Acid Profile as Determined by GC

GC fatty acid profiles reveales fatty acids originating from TG, FFA, cholesteryl esters and phospholipids. The serum fatty acid profile showed a total decrease of 7% (p<0.001) in the quercetin-fed mice. The levels of palmitic acid (16∶0), oleic acid (18∶1(n-9)) and linoleic acid (18∶2(n-6)) were 9–15% lower (p<0.001) in the quercetin group (Figure 2). These are the main fatty acids in the quercetin diet and the control diet, which were similar in terms of fatty acid composition (Table 1). All other fatty acids that were present in the serum showed a tendency of decreased levels due to the quercetin treatment, except for some poly unsaturated fatty acids (PUFA), such as arachidonic acid (20∶4(n-6)) and docosahexaenoic acid (22∶6(n-3)) which were slightly, but non significantly, increased in the serum of quercetin-supplemented mice.

### Serum Lipid Profile as Determined by ^1^H NMR

^1^H NMR measurement reveals total TG, FFA, cholesterol and phospholipids that are present in serum, separately. Figure 3 presents the ^1^H NMR difference spectrum, that is composed of the ^1^H NMR spectra of serum samples from mice exposed to quercetin (n = 12) minus the ^1^H NMR spectra of the sera from control mice (n = 12). The different regions (based on [15], [16]) were selected to obtain information on several subsets of FFA and/or TG, as shown in Figure 3. Integration of the respective peak areas in the ^1^H NMR spectra of the individual serum samples resulted in the amounts of the various lipids. The data are presented in figure 4 as the mean ratio of percentages of lipids present in serum of quercetin-fed mice as compared to control mice. From these data it follows that upon quercetin exposure the levels of TG are significantly decreased with 14% (p<0.001), while some specific poly unsaturated FFA levels were increased with 11–16%; these were PUFA other than 18∶2 FA (p<0.01), 22∶6 FA (p<0.001), and ω-3 FA (p<0.05). The total amount of FFA was the same in both groups, the levels of PGLY and PC showed no change and the EC and TC showed a slight increase, although not significant. This implies that the overall decrease in lipid levels that are observed in the GC analysis are due to a decrease in TG.

### Quercetin Altered the Expression of Genes Involved in Lipid Metabolism

Gene expression was analysed using whole genome gene expression microarrays. 

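The deposited microarray data cover the livers of 36 male mice in 3 groups of 12. The control group and the quercetin group (0.33% w/w quercetin) had received their diets for 12 weeks, after an adaptation of 2 weeks according to the paper and 3 weeks according to the sample descriptions. The third group was killed after the adaptation, at 0 weeks of intervention, and is called the baseline group here. The paper does not mention it. Each mouse has its own array, with its labelled cRNA in the Cy5 channel and the reference pool in the Cy3 channel. The arrays lie on 9 slides of 4, and every slide holds arrays of all 3 groups.
The files give the median intensity and the median local background of every spot in both channels, without normalization, and a separate table of the authors' processed log2 values. For the present analysis the background was corrected with limma's normexp method (offset 50), control spots and spots marked as outliers were left out, the log2 ratio of Cy5 over Cy3 was normalized within each array by loess, and spots of the same probe were averaged. Groups were compared with limma's moderated test with Benjamini-Hochberg adjustment over all expressed probes, and an adjusted p under 0.05 is named a call. With 12 mice per group, the number of mice limits the precision of every value. In data simulated with the brightness, spread and background of these arrays, this procedure recovered 85.1% of probes given a log2 change of 0.5 and 97% of those given a change of 1, and fitted log2 changes were compressed to 0.81 of the simulated size, more so for dim probes. Fold changes of dim probes are therefore low estimates. Recovery of log2 changes under 0.5 was not measured, while the median among the probes called below was 0.28. The simulated noise was independent between probes. Its spread was taken from values that the offset had already compressed, so it may be too small for dim probes.
The median Cy5 signal of an array was 2.5 times the local background in the control group (range 2.15 to 3.22 over 12 arrays) and 2.42 times in the quercetin group (range 2.1 to 8.95). The median share of spots well above background in the Cy5 channel was 61.8% in the baseline, 63.4% in the control and 63.2% in the quercetin group. The array of quercetin replicate 2 stood apart, with 96.7% of spots well above background in Cy5 and 87.9% in Cy3, against at most 67.4% in Cy5 and 57% in Cy3 on any control array. It was kept in the comparisons, and 518 of the probes called between the quercetin and the control group were also called without it.

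**Figure D1:**
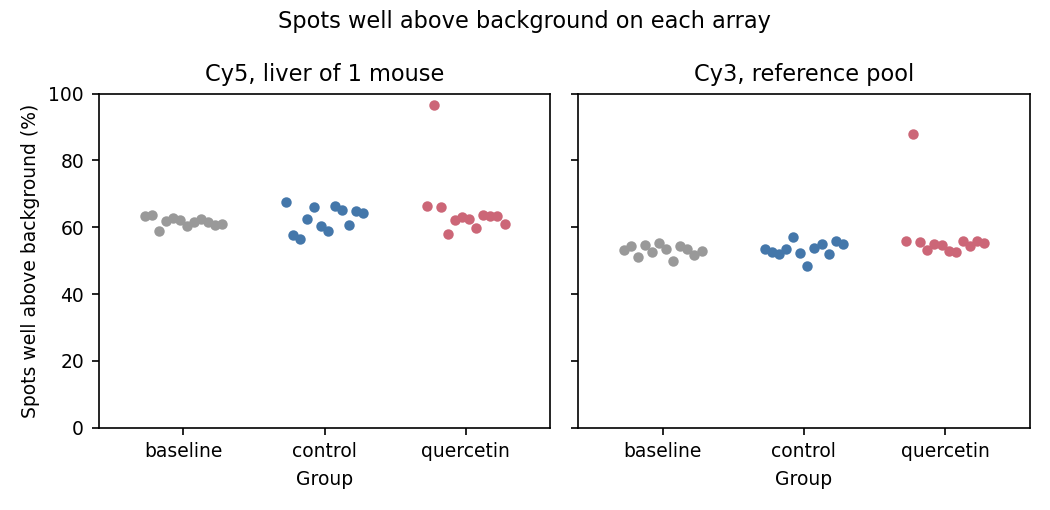
Spots well above background on each array (%), with the Cy5 channel (liver of a single mouse) on the left and the Cy3 channel (reference pool) on the right. Each point is an array, in groups of 12. The array of quercetin replicate 2 lies at 96.7% in Cy5 and 87.9% in Cy3, above all the others.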

Of the 23,256 probes being expressed, 415 probes were significantly differently expressed by quercetin treatment (p<0.05, FDR-adjusted). 

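The paper counts as expressed the spots with an average Cy5 and Cy3 signal above its limit over background. With the signal over background averaged over both channels and all 36 arrays, 23256 of the 43379 spots that are not controls exceeded 2, and these are exactly the spots in the authors' table. They hold 21781 distinct probes. The present comparison required the mean signal over the 24 control and quercetin arrays to exceed 2 times the mean background in each channel separately, which 18372 of 41174 probes did.
Of these 18372 probes, 637 were called between the quercetin and the control group, 415 higher and 222 lower in the quercetin-fed mice. They represent 512 genes, and 47 of the called probes have no gene symbol. The median size of the log2 fold change among the called probes was 0.28, and 10 of them differed by more than 2-fold. At an unadjusted p under 0.05, 3138 probes differed. The alternative that moved the number of calls most was centring each array on its median in place of loess, which gave 69 calls, all of them among the 637, and 59 without quercetin replicate 2. The methods' t-test on the same values gave 491 calls after Benjamini-Hochberg adjustment, and the methods' t-test on the authors' own values of single spots gave 453 called spots of 414 distinct probes.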

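For lipid metabolism, lists of genes written in advance were tested as sets in the comparison of quercetin with control, with limma's camera test (inter-gene correlation 0.01, two-sided, adjusted over 12 lists) on the brightest probe of each gene. The memberships of the Metacore and Ingenuity pathways are not in the paper's text, so these lists are not those pathways. The list for phospholipid synthesis did not pass the threshold as a set. Of its 20 expressed genes 11 were higher and 9 lower in the quercetin group, with a mean log2 fold change of 0.03 (adjusted p = 0.296). Without Chka, the other 19 genes had a mean of 0.07 and were past the threshold with fry (adjusted p = 0.0438) but not with camera (adjusted p = 0.103) or with an estimated inter-gene correlation (adjusted p = 0.106). The lists for cholesterol synthesis (23 genes, adjusted p = 0.618) and fatty acid synthesis (12 genes, adjusted p = 0.216) did not shift either, and limma called no gene of the latter, over all expressed probes or adjusted over the list alone, while 1 had an unadjusted p under 0.05. The list for fatty acid synthesis was lower in the quercetin group when loess was followed by scale normalization between arrays (adjusted p = 0.00324), and over 25 alternatives its adjusted p ranged from 0.00111 to 0.62.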

Regulation of lipid metabolism by quercetin was found by pathway analysis of the differently expressed genes using the two major analysis programs, Metacore and Ingenuity. ‘Phospholipid metabolism’ was the most significantly regulated pathway in Metacore with a p-value of 4.8E-05 (with 3 down-regulated and 1 up-regulated gene out of 33 genes). Ingenuity pathway analyses identified: ‘LPS/IL-1 Mediated Inhibition of RXR Function’ as the most regulated pathway (p-value of 5.46 E–05, with 13 up-regulated genes out of 187). In this pathway Car is the central transcription factor and the genes, in particular cytochromes P450, overlap partly with the ‘linoleic acid pathway’, which is the number 3 pathway (p-value of 1.7E–03 with 4 up-regulated genes out of 83 genes) in Metacore. 

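The Ingenuity pathway's gene list is not in the paper's text, so a list of known target genes of Car was tested in its place. The list of 20 genes does not contain Por or the Cyp4a genes. Its members Cyp2b10, Cyp2b13, Cyp2c55 and Ugt1a9 did not count as expressed and were not tested. Of its 16 expressed genes 13 were higher in the quercetin group, and their mean log2 fold change was 0.26 (camera, adjusted p = 5.82e-08). The shift was also past the threshold with fry (adjusted p = 0.000139) and with an inter-gene correlation estimated from the data (adjusted p = 0.00812). Over all expressed probes 5 genes of the list were called, and 10 were called when adjusted over the list alone, all of them higher. The called genes Cyp2c37, Abcc2, Abcc3, Gsta2 and Ugt1a1 had log2 fold changes of 0.37, 0.30, 0.34, 0.37 and 0.21. In that order, they were called under 19, 20, 22, 20 and 7 of the 24 alternative settings. None of them was called with median centring. The log2 fold change of Cyp2c37 was larger than the pooled SD between mice (0.19), with 12 of 12 quercetin-fed mice above the control median.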

Although, in each of these pathways a relative small number of genes were regulated out of the total number of genes present, it was clear that these regulated genes corresponded with the top significantly regulated genes. The ten most regulated genes (absolute fold change >1.75 and a FDR adjusted p-value <0.01), where almost all involved in lipid metabolism, particularly in ω-oxidation of fatty acids (Figure 5, table 2). These genes involved in ω-oxidation included Cyp4a14, Cyp4a10, Cyp4a31, Acot3 and Por. 

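The criteria of Table 2, a fold change over 1.75 and an adjusted p under 0.01, were applied to the present fit of quercetin against control. They were passed by 17 probes, of which 3 have no gene symbol, and by 13 genes, 10 higher and 3 lower in the quercetin group. A gene was counted when any of its expressed probes passed. Of the 10 genes in Table 2, 8 passed, Chka through its probe A_51_P142923 and not through its brightest probe. Acot3 and Insig2 were called at an adjusted p below the limit but did not reach the fold change. The other 5 genes that passed were Elovl3, Dbp (log2 fold change 0.90), Acot1 (0.81), and Nrg4 and Cyp2a5 (both 0.86), of which Nrg4 and Cyp2a5 are named here after their values were seen. With the slide as a fixed block, 5 genes passed, 4 of them from Table 2.
Among the Table 2 genes outside the Cyp4a family, Usp2 on chromosome 9 (probe A_51_P172663, position 43843736 to 43843795 of mouse build mm8, which the array files use) had a mean log2 ratio over the reference pool of 0.27 ± 0.42 (SD, n = 12) in the quercetin group and -1.09 ± 0.65 (SD, n = 12) in the control group. Its log2 fold change was 1.36 (standard error 0.21, adjusted p = 0.000564, limma). Coq10b (probe A_52_P650553) had a log2 fold change of 0.90 with a standard error of 0.15 and an adjusted p of 0.00139. For Insig2 (A_51_P439452) and Spon2 (A_52_P381484) the log2 fold changes were -0.75 and -0.84, with adjusted p of 0.00241 and 0.0023. Chka has 3 expressed probes, all called and all lower in the quercetin group. The brightest, A_52_P61903, gave a log2 fold change of -0.63 (adjusted p = 0.00281), A_51_P142923 gave -0.83 (adjusted p = 0.000236) and A_52_P420045 gave -0.53 (adjusted p = 0.000564). For Usp2 and Coq10b 12 of 12 quercetin-fed mice lay above the control median, and for Insig2, Spon2 and Chka 12 of 12 lay below it. Under the 24 alternative settings the log2 fold change of Usp2 stayed between 1.21 and 1.83 and that of Chka between -0.83 and -0.56. Usp2, Coq10b, Spon2 and Chka were called under all 24, and Insig2 under 23. With the mRNA of the clock gene Arntl as a covariate in the fit, the log2 fold changes were 0.56 for Usp2, 0.36 for Coq10b, -0.35 for Insig2, -0.23 for Spon2 and -0.25 for Chka. In that fit limma called 0 probes, and 1385 had an unadjusted p under 0.05.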

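Cyp4a14 (probe A_51_P238576, chromosome 4, 114984241 to 114984300 in mm8) had a mean log2 ratio over the reference pool of 0.70 ± 1.14 (SD, n = 12) in the quercetin group and -1.98 ± 0.73 (SD, n = 12) in the control group. Its log2 fold change was 2.68 (standard error 0.36, adjusted p = 0.000236, limma), the largest of any called gene, which is a 6.41-fold difference. The brightest probe of Cyp4a10 (A_52_P257774, chromosome 4, 115030595 to 115031083) gave a log2 fold change of 1.30 (standard error 0.21, adjusted p = 0.00117). Its other expressed probes, A_52_P340136 and A_52_P6588, gave 0.49 and 0.98 and were called too. Cyp4a31, which the array files call BC013476, had a log2 fold change of 1.55 at its brighter probe A_51_P254895 (standard error 0.26, adjusted p = 0.00155) and 0.54 at its dimmer probe A_52_P218449 (adjusted p = 0.00532). The files list the brighter probe with 2 RefSeq accessions, of Cyp4a31 and of Cyp4a10, so its signal can come from both genes.
Acot3 (A_51_P420489, chromosome 12) had a log2 fold change of 0.67 (standard error 0.11, adjusted p = 0.00143). It is a dim probe, 3.42 times background in Cy5 on average, and was well above background on 12 of 12 quercetin arrays but on 8 of 12 control arrays. Its log2 fold change was 2.21 with the Feature Extraction processed signals, the highest of the alternatives. Por (A_51_P207921, chromosome 5) had a log2 fold change of 0.97 (standard error 0.14, adjusted p = 0.000278). For each of these 5 genes 12 of 12 quercetin-fed mice lay above the control median, and the difference between the groups exceeded the pooled SD between mice, which was 0.88 for Cyp4a14, 0.28 for Acot3 and 0.33 for Por. Under the 24 alternative settings the log2 fold change of Cyp4a14 ranged from 2.56 to 2.94 and its adjusted p from 5.21e-05 to 0.105. With scale normalization between arrays, Cyp4a14 was no longer called (adjusted p = 0.0898), and neither were Cyp4a10, Cyp4a31 and Por, while Acot3 was called under all 24. With Arntl as a covariate the log2 fold changes were 2.75 for Cyp4a14, 1.40 for Cyp4a10, 1.77 for Cyp4a31, 0.51 for Acot3 and 0.64 for Por.

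**Figure D2:**
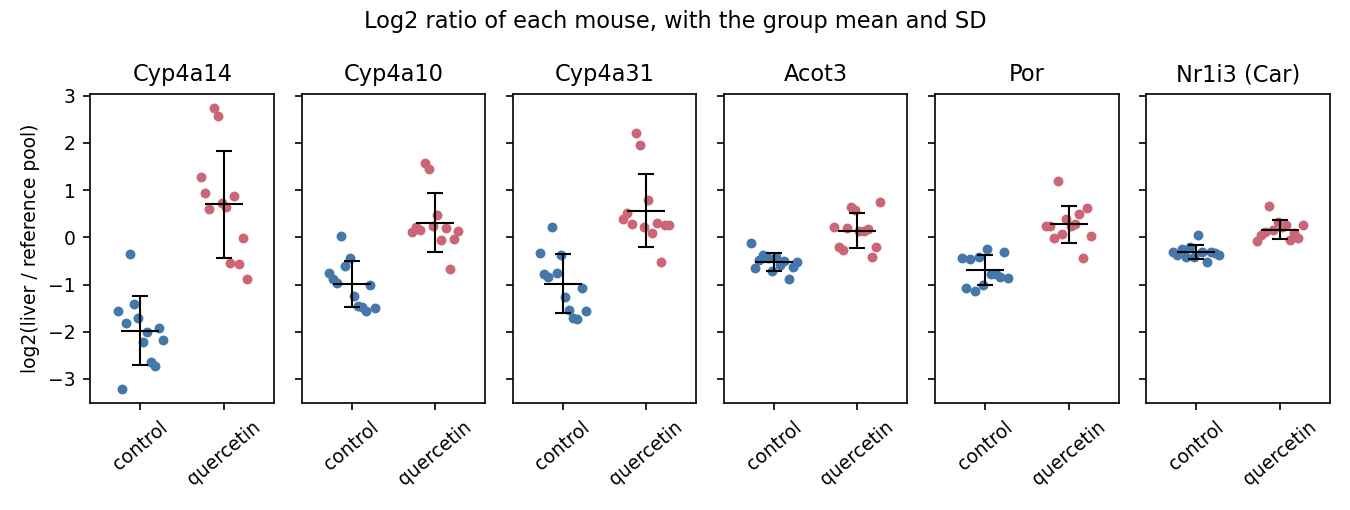
Log2 ratio of each mouse's liver over the reference pool for Cyp4a14, Cyp4a10, Cyp4a31, Acot3, Por and Nr1i3 (Car), in the control and the quercetin group (12 mice each). Points are mice and black bars give the group mean with its SD. For Cyp4a14 the group means are -1.98 and 0.70, and the quercetin-fed mice spread more widely (SD 1.14) than the control mice (SD 0.73).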

Altogether, lipid metabolism, and in particular ω-oxidation, were identified as being regulated by quercetin in the liver.

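Target genes of PPAR-alpha, the receptor that controls many genes of fatty acid oxidation, were also tested as a set. Of the list's 23 expressed genes 20 were higher in the quercetin group, with a mean log2 fold change of 0.42, a median of 0.23 and a lowest value of -0.81 (camera, adjusted p = 1.64e-13). With the genes that the paper reports left out, 16 of 19 genes were higher, with a mean log2 fold change of 0.19 (adjusted p = 8.25e-08). The shift of these 19 genes was past the threshold with fry (adjusted p = 0.00187) and with an estimated inter-gene correlation (adjusted p = 0.0358). Over all expressed probes 8 genes of the whole list were called, all of them higher. Adjusted over the list alone 16 were called, 14 of them higher and the others lower, and this count is not independent evidence for the genes that the study chose on these mice. Besides the genes in Table 2, Acot4 and Vnn1 were among the 8, with log2 fold changes of 0.64 (adjusted p = 0.000147) and 0.65 (adjusted p = 0.00895). Acot4 was called under all 24 alternative settings and Vnn1 under 20. Acot1 and Acaa1b, also among the called genes of the list, were called under 20 and 11. From the genes at the top of Table 2 and the pathways in which they lie, the paper concludes that lipid metabolism, and ω-oxidation in particular, was regulated by quercetin in the liver.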

### Confirmation with RT-qPCR

The quercetin induced changes in expression of Cyp4a14, Cyp4a10, Acot3, Car, and Por that were identified by microarray analysis, were confirmed with RT-qPCR (Figure 6). Cyp4a14, Cyp4a10, Acot3 and Por were significantly up-regulated in the quercetin group, while the up regulation of Car followed the same trend, but did not reach significance.

## Discussion

This study showed that chronic intake of quercetin in mice lowered serum lipid levels which are risk factors for CVD. Microarray analysis indicated that hepatic genes involved in lipid metabolism, in particular in ω-oxidation of fatty acids, could be responsible for these quercetin-induced effects.

Other studies have also observed that supplementation of quercetin to a high-fat diet decreases serum FFA and/or TG levels in mice [10], [11], [12]. However, these circulating FFA and TG levels were measured with commercial enzymatic assays, which have recently been found to be sensitive to interference of quercetin and its major metabolite quercetin-3-O-glucuronide, resulting in apparently incorrect lower detected levels [13]. Here, besides these enzymatic assays, we also used two independent analytical methods for quantification of serum lipid profiles; GC and ^1^H NMR techniques. The observed effect of quercetin on lipid levels measured with the enzymatic FFA and TG assays (FFA -13% and TG -27%) was higher than measured with the two analytical techniques (GC: total fatty acids -7% and ^1^H NMR: FFA -2%, TG -14%). This confirms interference of quercetin in the enzyme based assays [13] in the physiological range of quercetin exposure and as a consequence overestimate the lipid lowering effect of quercetin. Nevertheless, with GC and ^1^H NMR a significant reduction in serum lipid levels was found, proving that lipid lowering is a real biological effect of quercetin. The GC data revealed that the specific serum fatty acids palmitic acid (16∶0), oleic acid (18∶1(n-9)) and linoleic acid (18∶2(n-6)), originating from total lipids, were all significantly decreased in the quercetin-fed mice. Moreover, with ^1^H NMR, serum lipids were measured separately, which revealed that serum TG levels of the quercetin group were significantly decreased, while total FFA, cholesterol and phospholipid levels remained unchanged. This indicates that the decreased levels of palmitic acid (16∶0), oleic acid (18∶1(n-9)) and linoleic acid (18∶2(n-6)) found by GC originated from TG. Moreover, the ^1^H NMR data showed unchanged levels of total FFA and increased levels of PUFA in the serum of the mice on the quercetin diet, which indicate a shift from saturated fatty acids to PUFA, which are known as the more healthy fatty acids. Together, these data proved that quercetin significantly reduced serum lipid levels and resulted in a more beneficial lipid profile.

The increased levels of PUFA and the decreased levels of saturated fatty acids cannot be fully explained by the microarray data. Genes involved in beta oxidation or specific desaturases were not differentially regulated by the quercetin diet.

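For β-oxidation, lists of 17 mitochondrial and 17 peroxisomal genes were tested, and all 34 genes were expressed. Over all expressed probes 5 of them were called between the quercetin and the control group, and 17 were called when adjusted over the list alone. With any expressed probe of a gene counted in place of its brightest, 7 of the 34 genes were called. The 5 called genes were all higher in the quercetin group. They were Eci2 (log2 fold change 0.38, adjusted p = 0.00624), Slc25a20 (0.27, adjusted p = 0.0146), Acaa1b (0.26, adjusted p = 0.0381), Acadm (0.24, adjusted p = 0.0245) and Acadvl (0.10, adjusted p = 0.0493). Across both lists 29 genes were higher and 5 lower, with log2 fold changes from -0.06 to 0.38 and a median of 0.14. As sets, the mitochondrial list (camera, adjusted p = 4.21e-08) and the peroxisomal list (adjusted p = 2.17e-05) were both higher in the quercetin group. With an estimated inter-gene correlation the mitochondrial list stayed past the threshold (adjusted p = 0.0318) and the peroxisomal list did not (adjusted p = 0.0668), and with fry both did. The number of called genes depended on the setting and fell to 0 with median centring, with scale normalization and with the Cy5 channel alone, while both lists stayed higher as sets under each of these. With the authors' processed values 1 gene was called. With the methods' t-test on every spot of those values, a setting chosen after the data had been seen, 0 were called.
Of 11 desaturases and elongases 10 were expressed and 3 were called over all expressed probes, against 4 adjusted over the list alone, all lower in the quercetin group. Elovl3 had a log2 fold change of -1.43 (standard error 0.27, adjusted p = 0.00369), with 11 of 12 quercetin-fed mice below the control median, and of -0.57 with Arntl as a covariate. Elovl5 had -0.48 (adjusted p = 0.0216), and Fads3, the single called desaturase, had -0.19 (adjusted p = 0.0204). Scd1 and Fads2, named here after their values were seen, were not called, with log2 fold changes of -0.42 and -0.11. The list was lower as a set (camera, adjusted p = 0.000734, and fry, adjusted p = 0.01) but not with an estimated inter-gene correlation (adjusted p = 0.131).

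**Figure D3:**
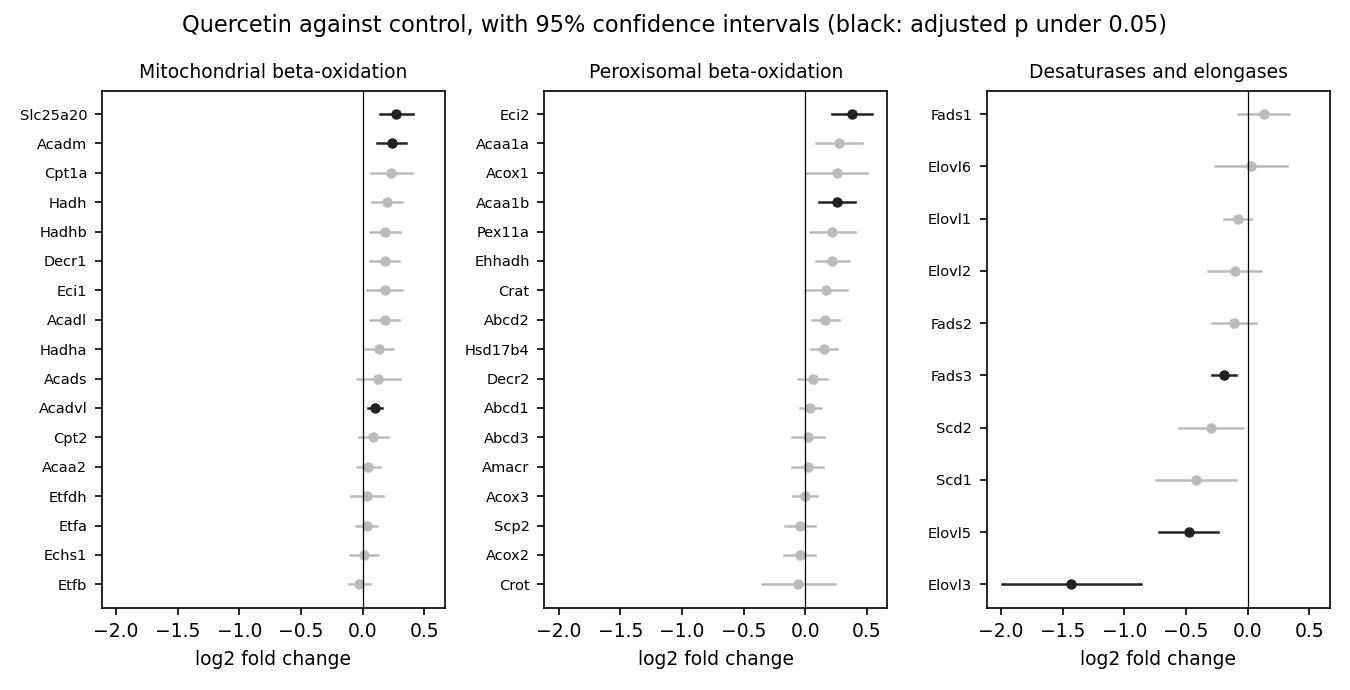
Log2 fold change of quercetin against control for the genes of mitochondrial and peroxisomal β-oxidation and for the desaturases and elongases. Bars are 95% confidence intervals, and black marks the genes with an adjusted p under 0.05 over all expressed probes. Across the 34 genes of β-oxidation the log2 fold changes reach 0.38, and Elovl3 lies at -1.43.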

There were no significant differences found in the serum phospholipid levels, while pathway analysis revealed phospholipid metabolism as a regulated pathway. However, based on gene expression it was not clear how phospholipid metabolism would be affected, since up as well down regulated genes were observed in different parts of this pathway, and a relative small number of genes of the total pathway was regulated. Therefore, it was concluded that this was not a crucial pathway in this study. 

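Within the list of phospholipid synthesis genes 3 were called between the quercetin and the control group over all expressed probes, and 5 when adjusted over the list alone. Besides the choline kinase gene Chka, which was lower, the called genes were Etnk1, an ethanolamine kinase (log2 fold change 0.19, adjusted p = 0.0498), and Ptdss1, a phosphatidylserine synthase (0.15, adjusted p = 0.0448), which were both higher. A second expressed probe of Etnk1, A_52_P446011, had a log2 fold change of 0.02 and was not called (adjusted p = 0.825). At the brighter probe of Etnk1 12 of 12 and for Ptdss1 11 of 12 quercetin-fed mice lay above the control median. Both lay close to the threshold, and they were called under 9 and 7 of the 24 alternative settings. The largest log2 fold change of a gene of the list that was not called was 0.56, of Lpin1 (adjusted p = 0.301, named here after its value was seen), whose 95% confidence interval was -0.01 to 1.12.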

Quercetin induced a decrease in relative liver weight in our study. This decrease cannot be explained by a decrease in hepatic lipid accumulation, because hepatic lipid levels were not affected by quercetin. Other studies [11], [12] have shown a decrease in lipid accumulation in liver upon dietary administration of quercetin and thus seem to be in contrast with our study. While a study with mulberry leaves, high in quercetin, did report unmodified lipid accumulation in the liver [23] and is thus in line with our data. The differences may be explained by the diets used in the different studies. We have used a mild-high-fat diet rich in unsaturated fatty acids, which did not result in extensive lipid accumulation in the liver, since the found hepatic lipid levels were in the same range as found for mice fed a normal-fat diet. The other studies that show a quercetin induced decrease in lipid accumulation used a high saturated fatty acid rich diet which induced lipid accumulation in the liver [11], [12]. This suggests that quercetin may prevent lipid accumulation in the liver under adverse dietary conditions, but not with relatively healthy diets. In general, quercetin induced altered lipid metabolism on a mild-high-fat diet (our study), a normal-fat diet [10], and different high-fat diets [11], [12]. Suggesting, that quercetin can affect lipid metabolism independent of the diet, although the impact of this effect can be different.

Using whole genome microarrays and confirmation by RT-qPCR, we showed that quercetin up-regulates Cyp4a10, Cyp4a14, Cyp4a31, Acot3, Por, and, possibly Car. An integration of these genes into a single ‘hepatic pathway’ differentially expressed by quercetin treatment is proposed in Figure 7. Normally, fatty acids are mainly metabolized by β-oxidation first in peroxisomes (very long chain FFA) and subsequently in mitochondria (long, medium, and short chain FFA). Another type of fatty acid oxidation is ω-oxidation, which occurs in the endoplasmatic reticulum by members of the cytochrome P450 4A family [24]. Omega-oxidation becomes more important during periods of increased influx of fatty acids into the liver, for example in our high-fat diet mice study, in obesity, and when the mitochondrial oxidation system is insufficient to metabolize fatty acids [25], [26]. In these situations ω-oxidation can prevent lipid toxicity [27]. Fatty acids oxidized by ω-oxidation result in ω-hydroxy fatty acids which are then dehydrogenated to a dicarboxylic acid in the cytosol. These dicarboxylic acids are further degraded by peroxisomal β-oxidation to shorter chain dicarboxylic fatty acids, which can be excreted in the urine, metabolized by the peroxisomal oxidation system to succinate and acetyl CoA, or completely oxidized after transport into the mitochondrial β-oxidation system [28]. A small increase of ketone bodies was found in the quercetin-fed mice suggesting an increase of β-oxidation (292.5±199.2 versus 185.6±118.1 µM, p = 0.12).

Acot3 was also up-regulated in our study, and the enzyme ACOT3 hydrolyses long-medium chain fatty acyl-CoA esters to FFA, and thus facilitate transport into peroxisomes. The FFA can subsequently be transported out of peroxisomes to mitochondria for further β-oxidation [29], [30].

It has been described that, among others, palmitic acid (16∶0) and oleic acid (18∶1(n-9)) can be hydroxylated by CYP4A11, the human variant of murine Cyp4a10 [31]. This is especially consistent with the serum fatty acid profile obtained in the present study (Figure 2), where levels of palmitic acid (16∶0) and oleic acid (18∶1(n-9)) were significantly lower in the quercetin-fed mice. The significant up regulation of Cyp4a10, Cyp4a14, Cyp4a31 and Acot3 therefore explains the observed reduced serum levels for these specific fatty acids.

In humans, various polymorphisms are described in the genes of cytochromes P450s and they can be considered as one of the major determinants of individual susceptibility to CVDs [32]. Allelic variations in CYP4A11 are suggested to result in an increased risk for hypertension [25], [32]. Hypertension can be caused by increased serum lipid levels [6], which were decreased by quercetin in our study with concomitant up regulation of Cyp4a genes.

The up regulation of the Cyp4a genes is consistent with the significant, 1.97 fold up regulation of Por by quercetin. 

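Across the mice within the groups, the increase of Por was set beside that of the Cyp4a genes, as the correlation of each mouse's deviation from its group mean (24 mice, 3 relations, permutation tests within the groups, two-sided). Por and Cyp4a14 had a Pearson correlation of 0.36 (p = 0.11, adjusted p = 0.22) and a Spearman correlation of 0.27 (p = 0.21, adjusted p = 0.52). For Cyp4a10 Pearson's r was 0.27 (p = 0.22) and Spearman's rho 0.14 (p = 0.52), and for Cyp4a31 they were 0.28 (p = 0.20) and 0.15 (p = 0.49). Without the 2 mice farthest from the median of Por, r was -0.03, -0.27 and -0.23. Within slides r was 0.37, 0.29 and 0.31. A relation between Por and the Cyp4a genes from mouse to mouse was thus not detectable with 24 mice.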

POR is an enzyme that is required for electron transfer to cytochrome P450 enzymes and is therefore rate limiting for P450 enzymes. Deletion of the Por gene in a mouse model reduced hepatic P450 activity by more than 95%. Moreover, hepatic Por knockout (Por-KO) mice showed decreased CYP4A protein levels, and an enlarged and fatty liver. Based on these observations, it was concluded that the P450 system plays a major role in regulating lipid homeostasis and hepatic lipid levels [33], [34]. Two to three-fold more genes were significantly regulated when WT mice were exposed to quercetin compared to Por-KO mice. These genes were, among others, involved in fatty acid metabolism pathways. This suggests that hepatic POR mediates many of the biological effects of quercetin, including fatty acid metabolism [35]. These results underscores our data, which showed an up regulation of Por.

It is also suggested that P450 expression can be mediated via a CAR-dependent signaling pathway [36]. CAR is a transcription factor that is highly expressed in the liver. It is shown that ligand dependent activation of CAR increased lipid metabolism in rodents [37], [38] and it is also shown that this can lead to specifically increased expression of genes involved in ω-oxidation [39]. Furthermore, exposure of quercetin to HepG2 cells transfected with CAR showed that CAR can be activated by quercetin [40], [41]. Our data showed significant up regulation of Car (FC = 1.37, FDR adjusted p-value = 0.005), which suggests that Car has an important role in quercetin mediated regulation of lipid metabolism.

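Car, which the files list as Nr1i3 (probe A_51_P358256, chromosome 1, 173054320 to 173054379 in mm8), had a mean log2 ratio over the reference pool of 0.16 ± 0.20 (SD, n = 12) in the quercetin group and -0.31 ± 0.14 (SD, n = 12) in the control group. Its log2 fold change was 0.48 (standard error 0.07, adjusted p = 0.000324, limma), a fold change of 1.39. This exceeded the pooled SD between mice of 0.17, and 12 of 12 quercetin-fed mice lay above the control median. Its log2 fold change stayed between 0.42 and 0.71 under the 24 alternative settings, with adjusted p from 0.000165 to 0.236. Car was not called under 4 of them, which were median centring (adjusted p = 0.236), scale normalization (adjusted p = 0.082) and both of these without quercetin replicate 2. With Arntl as a covariate its log2 fold change was 0.40.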

This study used male mice, therefore caution is needed in translating these data to female mice. It is known that there are sex differences in the sensitivity to CAR activators and also Cyp4a genes can be under sex-dependent control [42], [43]. In conclusion, quercetin can affect hepatic lipid metabolism, especially ω-oxidation. This is shown by the up regulation of Cyp4a10, Cyp4a14, Cyp4a31, Acot3, Por and the transcription factor Car. These effects are associated with decreased corresponding circulating lipid levels, which may contribute to potential beneficial effects on CVD.

How the deposited data were processed for this re-analysis (not part of the article)

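Liver RNA of 36 male mice was measured on 36 Agilent 4×44 K whole-mouse genome microarrays, with 12 mice in each of 3 groups: the baseline group at 0 weeks of intervention, and the control and the quercetin group after 12 weeks. Every array holds the Cy5-labelled cRNA of a single mouse and the Cy3-labelled common reference pool. The arrays of each group are spread over 9 slides of 4 arrays. Group and replicate number were taken from the sample descriptions. The replicate numbers did not pair the mice: the correlation of residuals between control and quercetin mice of the same number had a median of -0.034 over 12 pairs, and 3 pairs exceeded 0.1.

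The scanner files deposited by the authors give, for each spot and channel, the median intensity of the spot and of its local background, which the authors quantified by Feature Extraction from the scans, without background correction or normalization, and also signals that Feature Extraction had adjusted for background and dye. The authors' processed table holds log2 values of the Cy5 channel normalized against Cy3, for 23256 spots. Its normalization is described in a reference of the paper and not in the paper's text. As a check of its scale, its 837216 values were compared with log2 values computed from the scanner files, which gave a median absolute difference of 0.019 and a lowest correlation over the arrays of 0.9999.

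From the median intensities, background was corrected by normexp with an offset of 50, the 1639 control spots and the spots marked as non-uniform or population outliers (113 to 217 per array) were left out, the log2 ratio of Cy5 over Cy3 was normalized by loess within each array, and spots of the same probe were averaged. Probes counted as expressed when their mean Cy5 and their mean Cy3 signal over the 24 arrays compared both exceeded 2 times the mean background. Gene names came from the accessions in the files, matched to current gene names: 24375 of 41174 probes were matched by accession, 8761 carry another known name and 8038 have no gene symbol. For a gene with several expressed probes, the value is that of the brightest, except that a gene was counted as passing the Table 2 criteria when any of its expressed probes passed. Positions are those of mouse build mm8 in the array files. The number of arrays limits the precision of every value, and dim probes lie close to the background, since the median Cy3 signal of a control array was 1.66 to 1.87 times its background.

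The control and the quercetin group were compared with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all expressed probes, adjusted p under 0.05), and the baseline group was compared with each of them in the same way. Gene lists were tested as sets with camera (inter-gene correlation 0.01), with fry and with camera using an estimated correlation, adjusted over 12 lists: mitochondrial and peroxisomal β-oxidation, desaturases and elongases, synthesis of phospholipids, cholesterol and fatty acids, target genes of Car, PPAR-alpha, AhR and Nrf2, and clock genes high around dusk and around dawn. The groups, comparisons, tests, gene lists and most alternatives were set before the data were examined, as was the rule for the genes to be named. These were every gene of Table 2, Car, B2m and Hprt1, the 10 called genes with the largest change, the called members of the lists, and a set of clock genes, 51 genes in all. Genes named outside this rule are marked as chosen after their values were seen. Correlations between mice were computed within the groups and tested with 100000 permutations, and 100 splits of the arrays were drawn with a fixed seed.

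The alternatives changed the background correction, the normalization, the filter on dim probes, the test, the slide, array position or replicate number as a term, and the set test, or used all 36 arrays in one fit or the authors' processed values. Added after the data had been seen were array weights, the fit without quercetin replicate 2 (also together with median centring, scale normalization or the Cy5 channel alone), the expressed-spot rule that returns the authors' table, and the methods' t-test on every spot of that table. The procedure was tested on simulated data with 200 changed probes, at log2 changes of 0.5, 1 or 2. Of the 199 in the fit it recovered 187, and it called 5 unchanged probes.

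The analysis used R 4.3.3, limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The RT-qPCR, the serum lipids, and the body and diet measurements have no deposited file and were left out.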

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

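The results here are signals in the baseline group, which the paper does not report on, and, in the comparison of quercetin with control, in clock genes as a set and in probes without a gene symbol, which the paper does not discuss. The list of dusk genes includes Usp2, Por and Coq10b of Table 2. Chosen after the result had been seen were the test of raised signal on quercetin replicate 2, the slide test between the quercetin and the baseline group, the share of log2 fold change kept within slides, and the use of the named dawn genes in place of the dawn list.

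The baseline group differed from both other groups in many probes. Between control and baseline 4426 of 17778 expressed probes were called by limma, 2236 higher and 2190 lower in the control group. Between quercetin and baseline 3136 of 18360 were called, 1509 higher and 1627 lower in the quercetin group. Chance is argued against for both, and for the comparison of quercetin with control. In each, only 1 of 100 splits of the 24 arrays, the real one, gave as many calls, the fewest possible. The other splits gave at most 52 calls for control and baseline, 2 for quercetin and baseline, and 47 for quercetin and control. The splits were made under the main setting only, so they do not cover the lower counts of other normalizations. Differences between slides as the whole cause are argued against, since with the slide as a fixed block 75.5% of the probes called between control and baseline and 80.6% of those between quercetin and baseline were also called. For quercetin against control this share was 41.0%, which lay between the limits set for that test. The called probes kept a median of 96.8% of their log2 fold change within slides, with the same sign for 637 of 637. The groups were spread evenly over the slides, so a slide block could change the group difference little. This later test therefore does not decide the question by itself. The baseline mice were younger, had spent a shorter time on the diet and had received no quercetin. Age, time on the diet and the day of killing were not separated by the design. Between quercetin and baseline, quercetin itself was not separated from them either. These explanations were not tested and stay open.

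Of the probes called between quercetin and control, 351 were also called between control and baseline, 345 of them in the opposite direction. Both comparisons use the same control arrays, which can give such opposite changes by itself: with all 12 control arrays in both, the correlation across probes was -0.569, which lies inside the 95% range of data simulated without any group difference, -0.732 to -0.172 (median -0.507). With 6 of the control arrays in one comparison and the other 6 in the other, over 100 divisions, the median correlation was -0.298, narrowly below the simulated 95% range of -0.276 to 0.31, which argues against the shared arrays alone. Single divisions ranged from -0.461 to -0.185, so some of them lay inside that range. Probes are not independent replicates, and 1.9% of the simulated values were as low. Of what sets the control group apart, clock genes were compared between the groups. Arntl was higher in the control group than at baseline by 0.533 (permutation p = 0.026), which did not pass the adjustment (adjusted p = 0.078), and the log2 difference of quercetin from baseline was -0.229 (permutation p = 0.31, adjusted p = 0.33). Other differences of the control group were not tested.

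Clock genes that are high around dusk were higher in the quercetin group, with a mean log2 fold change of 0.606 over 13 genes, all of them higher (camera, adjusted p = 8.49e-17, also past the threshold with fry at 0.000139 and with an estimated correlation at 0.00812). Over all expressed probes 9 were called, and 11 when adjusted over the list alone. Without Usp2, Por and Coq10b the mean over 10 genes was higher by 0.465 in the quercetin group, with 12 of 12 quercetin-fed mice above the control median (permutation test, two-sided, p = 0.00035, adjusted p = 0.0019 over 15 comparisons of clock measures between the groups). For the same mean, no difference passed the threshold between baseline and control (-0.235, adjusted p = 0.19) or between baseline and quercetin (0.23, adjusted p = 0.19). The baseline mice spread more widely (SD 0.443) than the control (SD 0.302) and quercetin mice (SD 0.199), so this does not show that the groups were alike. The mean of the dawn list was lower in the quercetin group than in the control group by an amount that did not pass the adjustment (-0.114, adjusted p = 0.08). In these 15 comparisons an adjusted p under 0.05 was found between control and quercetin, for the dusk mean, the dusk mean minus the dawn mean, Arntl and Dbp, and in no comparison with baseline. The list of dawn genes, of which 5 were expressed, did not shift (adjusted p = 0.503, 3 lower and 2 higher, with 4 called and 5 called when adjusted over the list alone). After this had been seen, the test was limited to the dawn genes named in the written expectation (Arntl, Npas2, Clock, Cry1 and Nfil3), of which 3 were expressed and all 3 were lower (camera, p = 5.65e-05, fry, p = 0.000176, mean log2 fold change -0.466). A shift in circadian phase between the groups is a candidate explanation on the named genes and is left undecided by the whole dawn list. Of these genes Arntl (-0.76) and Clock (-0.38) were called and Nfil3 (-0.25, adjusted p = 0.273) was not. Among dusk genes Per1, Per2 and Nr1d1 were not called, with log2 fold changes of 0.38, 0.47 and 0.01. Per2 and Nr1d1 have dimmer probes that point the other way, at -0.01 for Per2 and at -0.05 for both others of Nr1d1. The paper gives no time of killing, so a difference in the time or order of killing, a change in feeding rhythm and an effect of quercetin on the clock are all open.

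Probe A_52_P481302 has no gene symbol, lies beside Cyp4a14 on chromosome 4 and had a log2 fold change of 1.13 (adjusted p = 0.000287, 12 of 12 quercetin-fed mice above the control median). Within the groups it followed Cyp4a14 over 24 mice with a Pearson correlation of 0.905 and a Spearman correlation of 0.897 (permutation p = 1e-05 for both, the smallest these permutations can give, adjusted p = 1e-05 over 2 relations). Without the 2 farthest mice r was also 0.897, and within slides it was 0.94. Signal of the Cyp4a14 transcript, or of a paralog with a similar sequence, may explain it. Probe A_52_P1156957, which the files call BB505010, lies beside Acot3 on chromosome 12. It had a log2 fold change of 0.848 (adjusted p = 0.00341, 12 of 12 mice) and was well above background on 8 of 12 control arrays. It followed Acot3 with r = 0.852 and rho = 0.766 (permutation p = 1e-05, the smallest possible, and 1e-04), with 0.785 without the 2 farthest mice and 0.825 within slides, and signal of that transcript may explain it in the same way.

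Probe A_52_P571419, on chromosome 12 (113868697 to 113868756), has no gene symbol and was lower in the quercetin group, with a log2 fold change of -1.34 (adjusted p = 0.00414). All 12 of 12 quercetin-fed mice lay below the control median. Its mean log2 ratio was -0.63 ± 0.65 (SD, n = 12) in the quercetin, 0.71 ± 0.74 (SD, n = 12) in the control and -0.54 ± 0.68 (SD, n = 12) in the baseline group. It was well above background on all 24 arrays compared. No explanation, technical or biological, was tested for it.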

How the results depend on the processing

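Chosen after the data had been seen were array weights, every setting without quercetin replicate 2, the expressed-spot rule of the authors' table, and the methods' t-test on every spot of it. No list or named gene that was past its threshold changed direction under any alternative run. Among those that were not, the dawn list was higher in the quercetin group without a filter on dim probes (adjusted p = 0.683), cholesterol synthesis changed sign under scale normalization and with the authors' processed values, and Nr1d1 ranged from -0.09 to 0.08 in log2 fold change. The count of probes called between quercetin and control stayed within 1.5 times under 14 of 22 settings, control against baseline under 17 of 18, quercetin against baseline under 16 of 22, genes passing the Table 2 criteria under 16 of 22, Table 2 genes passing under 17 of 22, β-oxidation genes called under 10 of 22, and desaturases and elongases called under 17 of 22. Expressed probes ranged from 17890 to 21746 over 4 filters. The target lists of Car and PPAR-alpha and the dusk list were past the threshold under 25 of 25 settings, with the highest adjusted p at 0.00812, and the dawn list under none. All but 1 of these settings keep in the PPAR-alpha and dusk lists genes that the paper chose on these mice. Without those genes and with an estimated correlation, the adjusted p of camera was 0.0358 for PPAR-alpha, 0.0314 for the dusk list and 0.0158 for Car.

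Median centring in place of loess gave 69 calls between quercetin and control (26.1% higher, against 65.1%) and 347 between quercetin and baseline. Of the latter 63.7% were higher in the quercetin group, against 48.1%. Without quercetin replicate 2 this share was 78.8%. Median centring gave 5 genes passing the Table 2 criteria, 4 of them from Table 2, with 0 β-oxidation genes and 1 desaturase or elongase called. With median centring the median log2 fold change of all probes was 0.124 between control and baseline, against 0.00597 with loess. Of the calls there 88.6% were higher, against 50.5%. Between quercetin and control the median was -0.0844, against -0.00805 with loess. Scale normalization after loess gave 201 and 1708 calls in the same comparisons, 5 genes passing and 4 from Table 2, 0 β-oxidation genes and 0 desaturases or elongases. The Cy5 channel alone gave 203 calls between quercetin and control, 1215 between quercetin and baseline, 2785 between control and baseline, and 0 β-oxidation genes. Of its calls between quercetin and baseline 37.3% were higher in the quercetin group. The cause of these changes was not tested, except for the array of quercetin replicate 2.

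Leaving that array out gave 561 calls between quercetin and control and 2885 between quercetin and baseline, and 81.3% of the probes called between quercetin and control were also called without it, so it is not the source of most calls. Left out under median centring, it gave 59 calls, which argues against that array as the cause of the lower count there. The other counts under median centring without it were 652 between quercetin and baseline, 6 genes passing, 5 from Table 2, 0 β-oxidation genes and 1 desaturase or elongase. Under scale normalization without it they were 168, 1631, 4 genes passing, 4 from Table 2, 0 and 0. With the Cy5 channel alone and without it, 281 and 1529 probes and 1 β-oxidation gene were called.

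With the slide as a fixed block 267 probes were called between quercetin and control, 5 genes passed the criteria, 4 of them from Table 2, and 2 β-oxidation genes and 1 desaturase or elongase were called. The replicate block left 8 genes passing. Array weights gave 1039 calls and 11 β-oxidation genes. β-oxidation genes numbered 3 without a filter on dim probes, 3 with all 36 arrays in one fit, 1 with the authors' processed values and 0 with the methods' t-test on every spot of them. The cause was not tested. As sets, the peroxisomal list (adjusted p = 0.0668) and the desaturases and elongases (adjusted p = 0.131) were past the threshold under all settings but the estimated correlation. Of 1080 values of the 45 called named genes, 802 were called in the same direction and 278 were no longer called, and the 6 named genes that were not called stayed so in 144 of 144.

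Signal over background limits what can be seen on dim probes: simulated log2 changes were fitted at 0.717 of their size in probes dimmer than the median and at 0.941 in brighter ones.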

Differences from the paper's values

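Counts and adjusted p are taken to differ here when one value is more than 1.5 times the other, and fold changes when their log2 values differ by more than the SD between mice. An alternative closes the gap when its value does not differ in this sense. The paper reports 415 probes called between quercetin and control, and 637 were called here. Of the alternatives set before the data were examined, 9 close the gap: no background correction (554), Feature Extraction processed signals (558), the authors' processed values (536), no filter on dim probes (488), the slide as a random block (564), array position as a covariate (530), the replicate block (438), all 36 arrays in one fit (581) and the methods' t-test (491). Median centring (69), scale normalization (201), the Cy5 channel alone (203), the well-above-background filter (644), the intensity trend (630) and the slide as a fixed block (267) do not.

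For Acot3 the paper's fold change is 2.38 and the value here 1.59. Median centring (1.88), the Cy5 channel alone (2) and the authors' processed values (2.38) close the gap. The other alternatives set in advance do not, among them no background correction (1.74) and Feature Extraction signals (4.63). For Chka the paper's fold change is −2.00 and the value here -1.55, from the brightest of its probes. No background correction (-1.65), Feature Extraction signals (-1.78), median centring (-1.71), the Cy5 channel alone (-1.72) and the authors' processed values (-1.72) close the gap, and the others do not.

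The adjusted p of 9 Table 2 genes and Car differ. For Cyp4a14 the paper's is 0.0015 and the value here 0.00024, and median centring (0.0017) and the methods' t-test (0.0013) close the gap. For Usp2 the paper's is 0.0032 against 0.00056 here, closed by median centring (0.0033), scale normalization (0.0041) and the methods' t-test (0.0029). For Por the paper's 0.0036 stands against 0.00028, closed by the replicate block (0.0032). For Coq10b the paper's 0.0074 stands against 0.0014, closed by the Cy5 channel alone (0.0092), the replicate block (0.0097), all 36 arrays in one fit (0.0082) and the methods' t-test (0.0049). For Insig2 the paper's 0.0076 stands against 0.0024, closed by the slide as a fixed block (0.0085), array position (0.0054), all 36 arrays (0.0064) and the methods' t-test (0.0078). For Spon2 the paper's 0.0040 stands against 0.0023, closed by scale normalization (0.0041) and no filter on dim probes (0.003). For Car (Nr1i3) the paper's 0.005 stands against 0.00032, closed by the Cy5 channel alone (0.0061) and the slide as a fixed block (0.004). For each of these genes the other alternatives set in advance do not close the gap. None of them does so for Cyp4a10 (the paper's 0.0083 against 0.0012), Cyp4a31 (the paper's 0.0086 against 0.0015) and Chka (the paper's 0.0005 against 0.0028).

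With the methods' t-test on every spot of the authors' processed values, a setting chosen after seeing the values, 453 spots of 414 distinct probes were called, and all 10 genes of Table 2 passed its criteria, with the paper's fold changes and adjusted p. In that setting the values that the paper gives for Cyp4a10 (2.98) are those of probe A_51_P254895, and those for Cyp4a31 (1.90) are those of probe A_52_P218449. The files give both probes the name of Cyp4a31, and the first also carries an accession of Cyp4a10. The probes named Cyp4a10 had fold changes of 2.49, 2.33 and 1.38 there, and the last of these did not pass the criteria of Table 2. The paper's fold change for Chka is that of probe A_51_P142923 (-2).

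The paper lists Acot3 and Insig2 among the genes over its fold change limit, and here they had fold changes of 1.59 and -1.68. Chka reached the limit through probe A_51_P142923 and not through its brightest probe. All 10 genes of Table 2 passed its criteria with the Cy5 channel alone and with the authors' processed values. The paper states that genes of β-oxidation were not regulated by quercetin, and 5 of 34 were called here by their brightest probe and 7 by any expressed probe, while 29 went up and 5 down. None was called with median centring, scale normalization, the Cy5 channel alone, or, chosen after seeing the values, the methods' t-test on every spot of the authors' table. It states the same of specific desaturases, and Fads3 was called here with a log2 fold change of -0.19. Fads3 was not called under 9 of 24 settings, among them median centring, scale normalization, the Cy5 channel alone, the authors' processed values and the slide as a fixed block.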

Other observations

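Chosen after the result had been seen was the test of raised signal on quercetin replicate 2.

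Several of the genes in Table 2 follow the clock gene Arntl from mouse to mouse. Within the groups (24 mice, 14 relations, permutation tests, two-sided), 6 of the 10 Table 2 genes were correlated with Arntl in the direction of the group difference at an adjusted p under 0.05 for Pearson's r. For Usp2 r was -0.735 (p = 0.00011, adjusted p = 0.00051) and rho -0.683 (p = 0.00046), with -0.656 without the 2 farthest mice and -0.734 within slides. For Coq10b r was -0.68 (p = 0.00029, adjusted p = 0.001) and rho -0.61 (p = 0.0024), with -0.643 and -0.66. For Spon2 r was 0.769 (p = 3e-05, adjusted p = 0.00021) and rho 0.667 (p = 0.00055), with 0.692 and 0.82. For Chka r was 0.619 (p = 0.0018, adjusted p = 0.005) and rho 0.563 (p = 0.006), with 0.505 and 0.868. For Por r was -0.473 (p = 0.022, adjusted p = 0.038) and rho -0.528 (p = 0.011), with -0.386 and -0.411. For Insig2 r was 0.566 (p = 0.0051, adjusted p = 0.01) and rho 0.415 (p = 0.048, adjusted p = 0.075), with 0.387 and 0.524. Without the 2 farthest mice the p of r was 0.084 for Por and 0.083 for Insig2, so Pearson's r of these genes passes its threshold only with those mice. The rank correlation over all mice passed the adjustment for Por (adjusted p = 0.022) and not for Insig2. Differences in circadian phase between mice may therefore contribute to the group differences of these genes. Cyp4a14 (r = 0.0392, p = 0.86), Cyp4a10 (r = 0.0893, p = 0.69), Cyp4a31 (r = 0.158, p = 0.47) and Acot3 (r = -0.271, p = 0.21) did not follow Arntl at an adjusted p under 0.05 for r. The rank correlation of Acot3 was -0.437 (p = 0.038, adjusted p = 0.066), of a size like that of Insig2, and the count of 6 rests on Pearson's r.

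Arntl itself differed between the groups (log2 fold change -0.76), so a fit with Arntl as a covariate removes part of any effect of quercetin that runs with the clock. In that fit the lowest of the lower 95% confidence limits for Cyp4a14, Cyp4a10 and Cyp4a31 was 0.764. This argues against phase differences that run linearly with Arntl as the whole cause of their increase. The limits are not adjusted over probes, and limma called none of these genes in that fit (adjusted p = 0.19, 0.27 and 0.27). The fit does not remove phase differences that the single Arntl probe does not follow, so other phase effects stay open. Without the genes that the paper reports, the target lists of PPAR-alpha (camera, adjusted p = 3.54e-12, fry, adjusted p = 0.0145) and Car (camera, adjusted p = 7.55e-05, fry, adjusted p = 0.0472) also stayed higher in the quercetin group. Camera alone says little in this fit: cholesterol synthesis, which did not shift without the covariate, had an adjusted p of 9.06e-05 with camera but of 0.335 with fry and 0.332 with an estimated correlation. With an estimated correlation the target lists had an adjusted p of 0.02 (PPAR-alpha) and 0.032 (Car), and the result for Car with fry lies close to the threshold. The dusk list was close to the threshold (adjusted p = 0.0423) and not past it with fry (0.354).

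Activation of PPAR-alpha is a candidate explanation for the increase of the Cyp4a genes and Acot3, since its other target genes were higher as a set (adjusted p = 8.25e-08). Activation of Car is another for the Cyp4a genes and Por, since the Car target genes were higher as a set (adjusted p = 7.76e-08 with the genes that the paper reports left out of all lists). The Car list holds none of those genes, so leaving them out changed only the adjustment. Its member Cyp2b10 did not count as expressed and was not tested. Whether one receptor or both were involved was not tested. The AhR targets (3 expressed genes, adjusted p = 0.216, 0 called by limma over all expressed probes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05) and the Nrf2 targets (11 genes, adjusted p = 0.38, 1 called, Gsta1 at 0.27, and 1 adjusted over the list alone) did not shift as sets. In cholesterol synthesis 1 of 23 genes was called, Sc5d at -0.29 (its dimmer probe at -0.17 was not), and 1 adjusted over the list alone.

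The array of quercetin replicate 2 had a median Cy3 signal of 166, against at most 103 on the other 35 arrays. Cy3 holds the same pool on every array, so a technical fault of that array, and not its liver RNA, may explain its raised signal.

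The groups were spread evenly over the slides (permutation p = 1). The first principal component of the log2 ratios was not related to slide (permutation p = 0.7) but was to group (permutation p = 1e-04, the smallest these permutations can give, adjusted p = 6e-04).

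Among the 10 called genes with the largest change that are in neither Table 2 nor the lists of lipid genes, Cyp7a1 had a log2 fold change of 1.1 (adjusted p = 0.0169), Ppp1r3c -0.97 (adjusted p = 0.0121, with a dimmer probe at -0.34 that was not called), Upp2 0.91 (adjusted p = 0.0282) and Prei4 0.90 (adjusted p = 0.0277). Of the 24 alternative settings, Cyp7a1 and Upp2 were not called under 8, Ppp1r3c under 5 and Prei4 under 11.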
